A study of Schizosaccharomyces pombe with 4 samples. Its data were reported in "Mkt1 is required for RNAi-mediated silencing and establishment of heterochromatin in fission yeast" (2019).

How the data were processed

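CRAC libraries were made from fission yeast grown at 32 °C in PMG medium without tryptophan and irradiated with UV light for 42.5 s. Strains carried Mkt1 with an HTP tag (histidine stretch, protease site and protein A parts) or no tag, with 2 libraries each, which the study calls biological replicates. Groups and replicate numbers came from the sample titles. The labels disagree on which adapter belonged to replicate 1 and which to replicate 2, but keep the same pairs in both readings.

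Per the file headers and the methods of the study, the authors trimmed adapters with Flexbar, split barcodes and removed PCR duplicates with pyCRAC, removed tRNA reads with STAR 2.7.1a, mapped to ASM294v2 with Novoalign 3.09.02 and counted reads with pyReadCounters (Counters version 1.4.4), keeping deletions only and splitting reads into blocks. The deposited files hold counts, 1 row per distinct cDNA, with a count of 1 in every row. Rows that repeat the ends of another row numbered 1495 and 2476 in Mkt1-HTP and 62 and 708 in the control, and all but 11, 16, 3 and 14 of them differed from it in their deletions. A number per gene is therefore a number of cDNAs that differ in ends or deletions, with those few exceptions, and very abundant RNAs are held back. The headers give 544192 and 483073 mapped cDNAs for Mkt1-HTP and 27996 and 135763 for the control, against 24468, 26899, 1743 and 8142 distinct cDNAs in the files.

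The gene field of the files names genes on both strands, so each cDNA was assigned by strand with the RefSeq annotation of the same chromosomes; 99.0% of 2526 gene identifiers were found there, and 98.5% of assignments overlapped the named gene. cDNAs on several genes were left out of gene tests. cDNAs on no annotated gene were 7.67% and 3.59% of the Mkt1-HTP libraries and 3.44% and 2.64% of the control. They were kept in library sizes, as fixed before the data were examined, and an added alternative leaves them out. Antisense reads to the rDNA lie opposite to the annotated 18S, 5.8S and 28S genes. Centromere intervals were fixed in advance because the reference annotation used holds no such features.

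Genes with 10 or more cDNAs over all 4 libraries (426) were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, library size all distinct cDNAs, group as the only term, common dispersion 0.928) in R 4.3.3, at a Benjamini-Hochberg adjusted p of 0.05, two-sided. Gene lists were tested with camera and fry of limma 3.58.1, over 13 of 15 lists with members to test. DESeq2 1.42.0 was an alternative. Positions and counts were computed in Python 3.11.15, with Wilson intervals for shares, exact Poisson intervals for counts (scipy 1.17.1), both at 95%, and Fisher's exact test. A fold against a group without cDNAs was computed against a floor of 3 counts over the group. P-values of edgeR, DESeq2, camera and fry rest on the spread between 2 libraries per group. In the main edgeR fit this spread was pooled over the tested genes (infinite prior degrees of freedom). Its p-value for a gene thus does not measure that gene's own spread. Where a library was left out, the spread came from 1 group alone, and the lone library was assumed to vary like the other group. Fisher's, exact binomial and exact sign tests take cDNAs or intervals of single libraries as independent and so measure counting error only.

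Named were the 20 genes with the highest mean CPM among those higher in Mkt1-HTP (13 passed), up to 10 among those higher in the control, up to 4 members of each list, and mkt1, ath1, act1 and fbp1. The lists were methionine and S-adenosylmethionine, 1-carbon and glycine cleavage, glycolysis, purine, thiamine, phosphate, translation factors, ribosomal proteins, heat shock, histones, RNAi factors, small structural RNAs, the mRNAs and the ncRNAs changed without mkt1, and the mRNAs the study listed as bound.

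The edgeR script was tested on simulated counts for the 426 genes of the comparison of Mkt1-HTP with the control. At a dispersion of 0.9, it called 13 of 39 genes made 16-fold higher and 29 of 36 made 64-fold higher in Mkt1-HTP, and 4 of 226 unchanged genes. At a dispersion of 0.1, it called all 39 and all 36, and 3 of 226 unchanged genes. The 2 Mkt1-HTP libraries were not copies of each other (chi-square per degree of freedom 7.41), nor were the 2 control libraries (8.46).

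The labels show that a Mkt1-HTP and a control library with the same number shared a sequencing index, and so a pool, which pairs the samples. Over 426 genes the deviations of same-numbered libraries from their group means correlated at 0.051, and over 29 genes with 10 or more control cDNAs at -0.013 (across genes, which are not independent). Of the 426 genes, 248 had no cDNA in either control library, which holds the first correlation near 0. These values thus cannot show that pairing had no effect, and the share of cDNAs with a deletion did follow the replicate number. The block was tried as an alternative, as were other scalings, filters, count units, tools, fold thresholds and leaving out each library in turn. Added after seeing the data were strand use, 2 other library sizes, class shares outside rRNA and the rDNA arrays, removal of control intervals also found in Mkt1-HTP, edgeR's newer fit, counting near-identical intervals (both ends within 10 nt) once, and some left-out libraries.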

Results

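RNA bound to Mkt1 in fission yeast (Schizosaccharomyces pombe) was measured by CRAC, in which living cells are irradiated with UV light, a tagged protein is purified with the RNA cross-linked to it, and the RNA is sequenced as cDNA. Mkt1 is a post-transcriptional regulator that acts with Ath1, the fission yeast counterpart of Pbp1, a partner of poly(A)-binding protein. There were 4 libraries, 2 from cells with Mkt1 carrying an HTP tag (Mkt1-HTP) and 2 from an untagged strain, which gives the background of the purification. The Mkt1-HTP libraries held 24468 and 26899 distinct cDNAs in replicates 1 and 2, and the untagged control libraries 1743 and 8142, so that the tagged library was 14 times as deep in replicate number 1 and 3.30 times in number 2. A share in control replicate 1 is therefore the least precise, and all intervals, as well as Fisher's and the exact binomial tests, cover counting error only.

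Messenger RNA made up much more of the Mkt1-HTP libraries than of the control, and ribosomal RNA much less. mRNA held 48.5% (Wilson 95% interval 47.9 to 49.1) and 41.8% (41.2 to 42.4) of the cDNAs in Mkt1-HTP, against 9.01% (7.75 to 10.4) and 5.78% (5.30 to 6.31) in the control. rRNA held 34.2% and 44.9% against 82.7% and 85.7%. Annotated tRNA held 4.81% and 4.72% against 1.55% and 2.68%, after the authors had removed most tRNA reads, and snRNA, snoRNA and other annotated ncRNA each stayed under 1.6% in every library. Among cDNAs outside rRNA, mRNA held 73.8% and 75.9% against 52.0% and 40.5%, while tRNA turned direction, with 7.31% and 8.57% against 8.94% and 18.8%. With the rDNA arrays left out as well, mRNA held 79.5% and 82.1% against 68.6% and 51.1%. With 2 libraries in each group, an exact permutation test cannot give a two-sided p below 0.333, so the split rests on the size of the gap, which exceeded the spread between replicates.

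**Figure D1:**
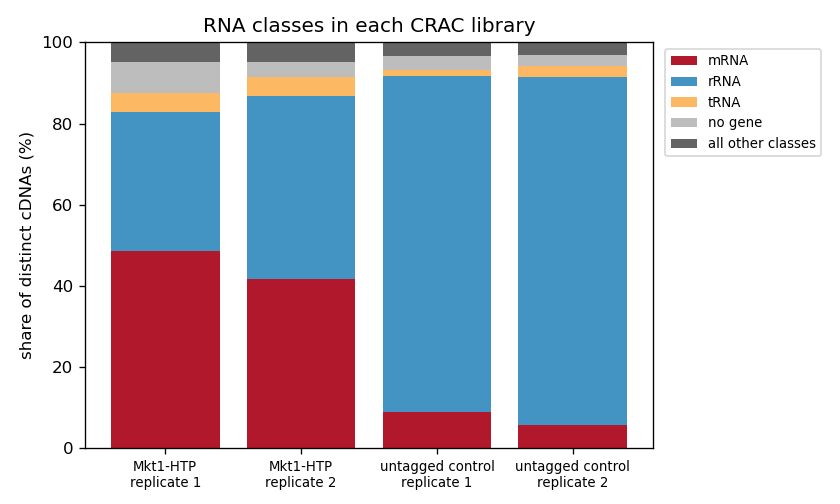
Share of distinct cDNAs (percent, vertical axis) by RNA class in each of the 4 libraries; each bar adds up to 100%. mRNA takes 48.5% and 41.8% of the bars for Mkt1-HTP and 9.01% and 5.78% of those for the untagged control.

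The first question was which RNAs were recovered more often with Mkt1 than without the tag. The mRNAs with the most cDNAs encoded enzymes of the methionine and S-adenosylmethionine cycle and of 1-carbon metabolism. sam1 (SPBC14F5.05c), which encodes S-adenosylmethionine synthetase, had 1535 and 1544 cDNAs in Mkt1-HTP against 6 and 13 in the control, or 60068 ± 3772 against 2520 ± 1305 CPM (mean ± SD, n = 2), CPM being cDNAs scaled to a library of 1000000. met26 (SPAC9.09, methionine synthase) had 1381 and 1197 against 10 and 7, SPBC8D2.18c (adenosylhomocysteinase) 651 and 781 against 0 and 5, and shm1 (SPAC24C9.12c, serine hydroxymethyltransferase) 705 and 708 against 2 and 4. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 13 of 426 genes were higher in Mkt1-HTP, all of them mRNAs, and 7 were higher in the control. Together the 13 mRNAs made up 52.0% and 52.4% of the mRNA cDNAs in Mkt1-HTP and 21% and 7.01% in the control. They were picked as higher in these same libraries, so a larger joint share in Mkt1-HTP is in part built in.

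Fold changes were large but imprecise. The SE given here was derived from each fold change and its F statistic, with the spread pooled over the tested genes. The log2 fold change was 4.73 ± 0.70 (SE, edgeR adjusted p = 9.7e-09) for sam1, 4.24 ± 0.71 (edgeR adjusted p = 5.5e-07) for met26, 5.90 ± 0.94 (edgeR adjusted p = 1.2e-07) for SPBC8D2.18c and 5.34 ± 0.92 (edgeR adjusted p = 8.2e-07) for shm1. Without control replicate 1 these were 5.23, 5.86, 5.49 and 5.79, and without control replicate 2 they were 4.12 for sam1, 3.14 for met26 and 4.58 for shm1, while SPBC8D2.18c then had no control cDNA left. With near-identical intervals counted once they were 2.32, 1.80, 3.19 and 2.40. Without the control cDNAs whose interval was also found in the Mkt1-HTP library of the same number they were 6.52, 5.59, 5.42 and 7.56, and of the 13 mRNAs 11 kept their call, while met17 and gcv3 lost it (edgeR adjusted p = 0.072 and 0.065). With the gene field of the deposited data used as it stands on both strands, SPBC8D2.18c kept 27 and 37 cDNAs against 0 and 3, with a log2 fold change of 2.13 (edgeR adjusted p = 0.44), and ser3 kept 29 and 12 against 0 and 0 (edgeR adjusted p = 0.28), since cDNAs named for several genes drop out; the other 11 mRNAs kept their call. Of the mRNAs with no control cDNA, gcv1 (SPAC31G5.14) was at least 28.5-fold higher, cho2 (SPBC26H8.03) at least 17.9-fold, ade10 (SPCPB16A4.03c) at least 15.2-fold, thf1 (SPBC839.16) at least 11.9-fold and SPAC1F8.07c at least 6.86-fold, against a floor of 3 counts over the group, or 303 CPM. Most of that depth comes from control replicate 2; without it the floor is 1721 CPM and the bounds in that order are 5.0, 3.16, 2.68, 2.09 and 1.21, and without control replicate 1 they are 23.5, 14.7, 12.5, 9.77 and 5.65. The other passing mRNAs were gcv2 (SPAC13G6.06c, 324 and 281 cDNAs against 3 and 0), ser3 (SPCC364.07, 566 and 432 against 7 and 3), met17 (SPBC428.11, 179 and 150 against 2 and 0) and gcv3 (SPBP19A11.01, 195 and 181 against 3 and 1). Of the 426 genes, 248 had no cDNA in either control library, which sets the median fitted log2 fold change of 4.74; with those genes at their bound the median fold was 1.03.

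The number of calls depended on the scaling, and it differed between the libraries kept. With library size set to mRNA cDNAs, which asks whether an mRNA stands out from other mRNAs, edgeR called 0 genes higher in Mkt1-HTP and 7 higher in the control, and sam1 had a log2 fold change of 2.06 (edgeR adjusted p = 0.54); DESeq2 gave 12 and 1, and with no scaling edgeR gave 0 and 0. The median over all genes was 2.33 with DESeq2, 4.54 with mRNA library sizes and 5.49 without scaling. Without Mkt1-HTP replicate 1 the count was 0 and without replicate 2 it was 1 (sam1), without control replicate 1 it was 27, and with the replicate number as a block it was 5 higher in Mkt1-HTP (sam1, met26, SPBC8D2.18c, shm1 and gcv1) and 2 higher in the control. A fit without 1 library takes its spread from the other group alone and assumes that the lone library varies likewise, here and for the gene lists below, so that a call lost or gained there also reflects this change of spread.

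**Figure D2:**
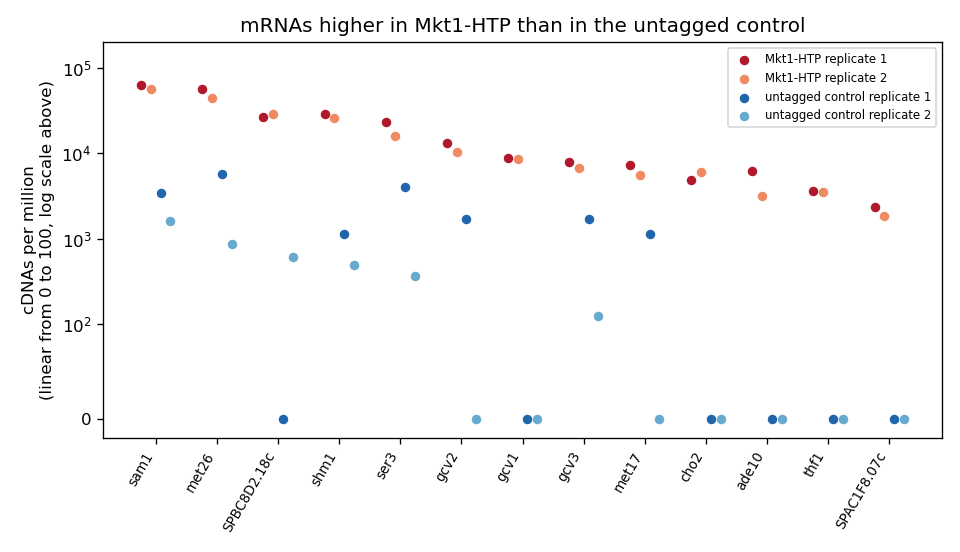
CPM (vertical axis, cDNAs scaled to a library of 1000000, linear from 0 to 100 and logarithmic above) for the 13 mRNAs higher in Mkt1-HTP, 1 point per library. Every Mkt1-HTP point lies above both control points of its gene, and cho2, ade10, thf1, SPAC1F8.07c and gcv1 have control points at 0.

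Grouped by pathway, the mRNAs called higher in Mkt1-HTP, relative to all cDNAs, lay mainly in 2 metabolic lists. No measure of the abundance of each mRNA in the cells entered these tests. The metabolic lists were fixed before the data were examined, but chosen with knowledge of the bound mRNAs that the study drew from these same libraries. Calls among them are thus in part built in and are not independent evidence. Of the methionine and S-adenosylmethionine list, 8 members were tested, 5 passed over all genes and 7 adjusted over the list alone, among them sam1, met26, SPBC8D2.18c and met17; it held 16.3% and 14.7% of all cDNAs in Mkt1-HTP against 1.15% and 0.307% in the control. Of the 1-carbon and glycine cleavage list, 9 were tested, 7 passed over all genes and 9 adjusted over the list alone, among them shm1, ser3, gcv2 and gcv1. In limma's camera, with a preset correlation of 0.01 between genes, the adjusted p was 1.4e-12 for the first list and 2.3e-13 for the second. Without Mkt1-HTP replicate 1 or 2, where the control pair alone gives the spread, the adjusted p was 0.060 and 0.0502 for the first list and 0.040 and 0.031 for the second. Neither call held with an estimated correlation (adjusted p = 0.40 for both) or in fry (adjusted p = 0.083 for both), and fry asks whether a list moves one way, not whether it exceeds other genes.

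Other lists gave fewer calls. Glycolysis had 1 of 13 members passing, SPAC1F8.07c, annotated as pyruvate decarboxylase (camera adjusted p = 0.32); tdh1, with 121 and 99 cDNAs against 1 and 17, did not pass. Of 2 tested members of the purine list, ade10 passed over all genes (camera adjusted p = 0.086). The translation factors had 149 and 150 cDNAs in Mkt1-HTP against 0 and 0 in the control, led by tef101 with 26 and 23, and none of the 10 tested passed (camera adjusted p = 0.086, 0.71 with an estimated correlation, 0.088 in fry, and 0.049, a call gained, without the 5 most abundant mRNAs). Neither the 45 tested ribosomal protein mRNAs, with 543 and 568 cDNAs against 12 and 47, nor the 8 heat shock mRNAs passed (camera adjusted p = 0.86 for both). The thiamine, phosphate and histone lists had 5, 2 and 7 members tested and 0, 0 and 0 passing over all genes, and 1 phosphate member passed adjusted over the list alone (camera adjusted p = 0.42, 0.52 and 0.65). The 2 tested small structural RNAs, snu3 and snR30, were together higher in the control in camera (adjusted p = 0.035, 0.40 with an estimated correlation, 0.46 in fry, 0.088 with the replicate block, 0.40 without Mkt1-HTP replicate 1 and 0.90 without control replicate 2), and neither passed alone. snu3 had 10 and 6 cDNAs against 0 and 19, and snR30 0 and 10 against 0 and 4. RNAi and heterochromatin factors had 8 and 9 cDNAs against 0 and 1, too few to test.

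The mRNAs that changed in cells without mkt1, in RNA-seq by the study, were tested as a list of their own. Of 3 members tested, sam1 passed over all genes and 2 passed adjusted over the list alone (camera adjusted p = 0.034, and 0.026 with the replicate block). The call was lost with an estimated correlation (adjusted p = 0.40), in fry (0.083), with TMM factors (0.066), without the 5 most abundant mRNAs (0.84) and without either Mkt1-HTP library (0.84 and 0.89). met6 had 86 and 89 cDNAs against 2 and 0, and atd1 10 and 9 against 0 and 12. Of the ncRNAs that changed in those cells, 1 was seen, with 1 cDNA. The list of mRNAs that the study itself drew from these libraries had 35 members tested, 13 passing over all genes and 22 adjusted over the list alone (camera adjusted p = 1.2e-19, and 0.40 with an estimated correlation), which is not independent evidence. No cDNA of mkt1, ath1 or fbp1 was counted in any of the 4 libraries, and act1, encoding actin, had 30 and 11 against 2 and 6 (edgeR adjusted p = 0.96).

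Higher in the control were 4 mRNAs and 3 near-identical 28S rRNA copies. fab1 (SPBC3E7.01) had 11 cDNAs in control replicate 1 and none in the other 3 libraries, and gpi14 (SPBC13E7.05) and crn1 (SPAC23C4.02) had 16 and 13 in control replicate 2 alone. vma3 (SPAC1B3.14) had 8 in control replicate 1 and 2 in Mkt1-HTP replicate 1. The edgeR adjusted p was 0.00027, 0.0067, 0.015 and 0.017 in that order, but each mRNA was seen in 1 control library, and the cDNAs of each lay within 63 to 77 nt of coding sequence. The 28S copies SPRRNA.47, SPRRNA.48 and SPRRNA.49 had log2 fold changes of -1.51, -1.44 and -1.51, which turned to 0.94, 0.95 and 0.96 with no scaling. They share reads, so how cDNAs split between them is uncertain. DESeq2 called 1 of the 7 genes, gpi14. With near-identical intervals counted once the 4 mRNAs had 1 to 3 counts each, under the minimum of 10, and were not tested.

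The study described binding of Mkt1 near mRNA 3′ ends, and the position of cDNAs along each mRNA was compared with the control. In Mkt1-HTP, 69.9% (Wilson 95% interval 69.0 to 70.7) and 69.5% (68.6 to 70.3) of mRNA cDNAs had their middle in the last 20% of the mRNA, against 58.0% (50.1 to 65.4) and 33.3% (29.2 to 37.7) in the control. The means were 69.7% ± 0.27 and 45.6% ± 17.4 (SD, n = 2; two-sided exact permutation p = 0.333, the smallest possible), a gap of 24 percentage points that was 36.4 without control replicate 1 and 11.7 without control replicate 2. Of the 157 mRNA intervals in control replicate 1, 35 were also found in Mkt1-HTP replicate 1. The 3′ UTR, 18.4% of annotated mRNA length, held 69.5% and 69.4% of mRNA cDNAs in Mkt1-HTP and 52.9% and 25.7% in the control, while coding sequence held 28.3% and 28.5% against 45.2% and 70.1%. The gap in the 3′ UTR share was 30.2 points, and 16.6 without control replicate 2. Near-identical coding cDNAs widened it. Of the 157 mRNA cDNAs in control replicate 1, 11 of fab1 and 8 of vma3 lay within 64 and 63 nt of coding sequence. Of the 471 in control replicate 2, 16 of gpi14 and 13 of crn1 lay within 77 and 68 nt of it. The gap was not computed with near-identical intervals counted once. The 5 most abundant mRNAs, sam1, met26, SPBC8D2.18c, shm1 and ser3, carried part of the pattern: without them the last 20% held 52.6% and 51.2% in Mkt1-HTP against 50.8% and 29.2% in the control. With each gene of 10 or more cDNAs weighted equally, the gap was 4.61 percentage points, from 49.6% against 45.0%, over 2 and 5 control genes.

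**Figure D3:**
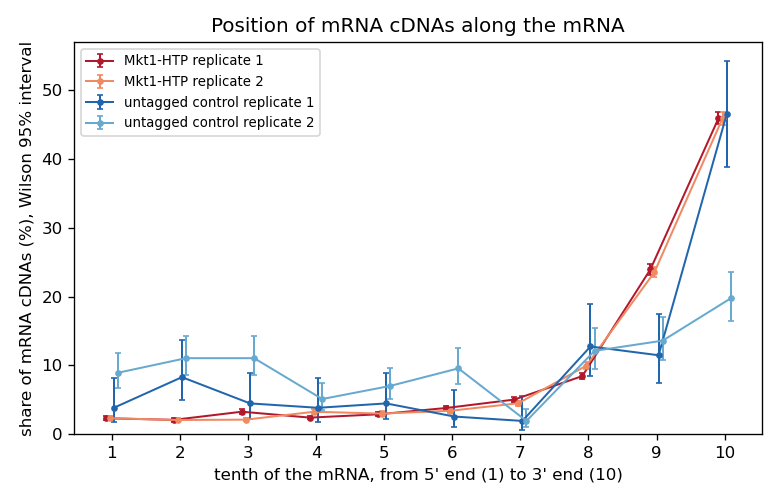
Share of mRNA cDNAs (percent, vertical axis) in each of 10 equal bins of the mRNA from the 5′ end to the 3′ end, for the 4 libraries, with Wilson 95% intervals. The Mkt1-HTP lines rise to 45.9% in the last bin of replicate 1, where control replicate 1 lies near them and control replicate 2 below.

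Counted gene by gene, 33 mRNAs had 10 or more cDNAs overlapping their last 20% in both Mkt1-HTP libraries, and none did in both control libraries. There met26 had 10 in control replicate 1 and sam1 had 13 in control replicate 2. Over their whole length, 2 and 5 mRNAs reached 10 cDNAs in the control libraries. The control count of 0 is thus limited by depth, 157 and 471 mRNA cDNAs in all. After the 13 passing mRNAs, they included the glycolytic mRNAs tdh1 (106 and 64 cDNAs in the last 20%), pgk1 (59 and 55) and fba1 (22 and 37), nmt1 (27 and 20), which acts in thiamine synthesis, pho1 (21 and 14), an acid phosphatase, and the translation elongation factor tef3 (17 and 14). All 33 were on the study's own list of 36 mRNAs, which was drawn from these libraries by the same threshold. met9 (9 and 29 cDNAs) and thi2 (8 and 6) of that list stayed under the threshold here, and SPAC27E2.11c had no cDNA assigned to it alone. At a minimum of 5 cDNAs the count was 60, and at 20 it was 20.

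Within sam1, cDNAs clustered in the 3′ UTR. The gene lies on the minus strand of chromosome II from 4162069 to 4163858 (ASM294v2), and 97.3% and 98.6% of its cDNAs in Mkt1-HTP had their middle in the 459 nt of 3′ UTR, as did all 6 and 13 control cDNAs. The most often deleted base, a U at position 4162159, lies 369 nt after the stop codon and 90 nt before the annotated gene end. It is the last U of a run, and which U of that run was deleted cannot be told. It lies within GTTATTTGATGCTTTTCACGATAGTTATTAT (DNA letters, in the sense of the mRNA). It was missing from 206 of the 656 and 199 of the 694 cDNAs that cover it in Mkt1-HTP, or 31.4% and 28.7%, and from 0 of 5 and 6 of 9 in the control, so that the share was not higher in Mkt1-HTP than in control replicate 2 (66.7%, Wilson 95% interval 35.4 to 87.9). CRAC takes deletions as marks of cross-linked bases, but the untagged control held them as well. Some control cDNAs of sam1 had an interval also found in the same-numbered Mkt1-HTP library, since its log2 fold change rose without such cDNAs. Whether the 6 deleted control cDNAs are among them was not tested, so background and carry-over cannot be told apart here. In met26 (plus strand, chromosome I, 1478398 to 1481172), the most deleted base was at 1481081, 160 nt after the stop codon, with 26 of 644 and 23 of 481 covering cDNAs deleted against 0 of 6 and 0 of 3, and in ser3 (minus strand, chromosome III, 470073 to 472324) at 470303, 365 nt after the stop codon, with 17 of 191 and 61 of 210 against 0 of 3 and 0 of 0, too few in the control to compare. Both bases also lie in a run of the same base. In other passing mRNAs the most deleted base was not always shared between the Mkt1-HTP libraries. For gcv1 it was deleted in 31 of 65 and 0 of 22 covering cDNAs. For gcv3 the counts were 0 of 7 and 17 of 33, and for ade10 0 of 40 and 10 of 21. For SPAC1F8.07c they were 0 of 13 and 9 of 25, and for thf1 3 of 26 and 0 of 8. In the remaining mRNAs it was deleted in both, as in cho2 (23 of 68 and 24 of 85).

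**Figure D4:**
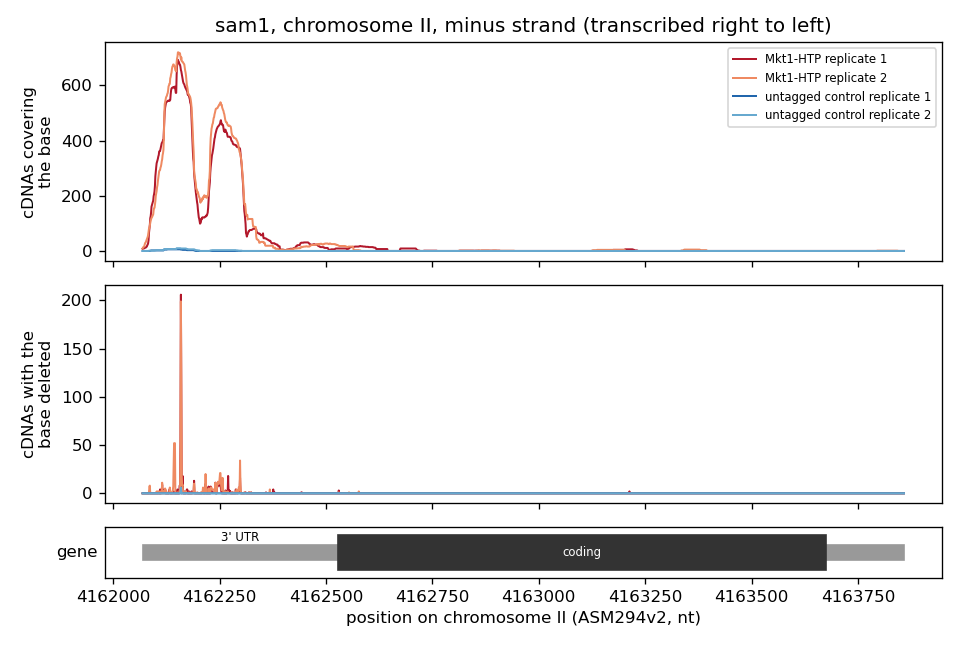
cDNAs covering each base of sam1 (top) and cDNAs with that base deleted (middle) in the 4 libraries, over the annotated gene (bottom), by position on chromosome II in nt. Both Mkt1-HTP libraries peak in the 3′ UTR, with 206 of 656 and 199 of 694 covering cDNAs deleted at position 4162159. The control libraries, with 0 of 5 and 6 of 9 deleted there, lie near 0 because they hold 6 and 13 cDNAs of the gene.

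Deletions over all RNAs did not separate Mkt1-HTP from the control. The share of cDNAs with a deletion was 13% (Wilson 95% interval 12.6 to 13.4) and 25.3% (24.8 to 25.8) in Mkt1-HTP and 12.3% (10.8 to 13.9) and 27.7% (26.7 to 28.7) in the control, so that it followed the replicate number. Within number 1 the difference was 0.69 percentage points (Fisher's exact test, two-sided p = 0.44), and within number 2 it was -2.41 points (Fisher's exact test, p = 1.5e-05). On mRNAs alone the share was 13.4% against 3.82% in number 1 (Fisher's exact test, p = 0.00012, 6 of 157 control cDNAs) and 24.8% against 23.4% in number 2 (Fisher's exact test, p = 0.48). Outside rRNA it was higher in Mkt1-HTP in both numbers, 12.5% against 6.29% (Fisher's exact test, p = 0.00056) and 23% against 18.8% (Fisher's exact test, p = 0.0012), which turns the direction within number 2. The deleted base on mRNAs was U at 52.1% and 55.3% of 461 and 526 sites in Mkt1-HTP, where U made up 37.4% and 37.3% of the bases in those cDNAs, and at 3 of 3 and 7 of 27 sites in the control.

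The study noted Mkt1 on antisense transcripts of the ribosomal DNA, and the cDNAs opposite to the rRNA genes were counted. Mkt1-HTP had 275 and 584 such cDNAs against 0 and 9 in the control, or 11239 (exact Poisson 95% interval 9950 to 12649) and 21711 (19985 to 23545) CPM against 0 (floor 1721 for 3 counts) and 1105 (505 to 2098). Within replicate number 1 this is at least 6.53-fold higher in Mkt1-HTP against that floor. The floor is not a confidence bound, and the upper Poisson 95% bound of the 0 count is 2116 CPM. Within number 2 the ratio is 19.6-fold (95% interval 10.3 to 43.2). Most lay opposite to 28S rRNA, 218 of 258 and 445 of 549 in the complete rDNA copies, and 40 and 104 lay opposite to 18S rRNA. As a share of sense rDNA cDNAs they came to 3.39% and 4.87% against 0% and 0.132%. With library size set to mRNA cDNAs, of which the control held few, the ratio within number 2 fell to 2.72 (95% interval 1.42 to 5.97) and within number 1 to at least 1.21-fold (exact binomial p = 0.056), while the difference of means was 27991 CPM in place of 15922.

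**Figure D5:**
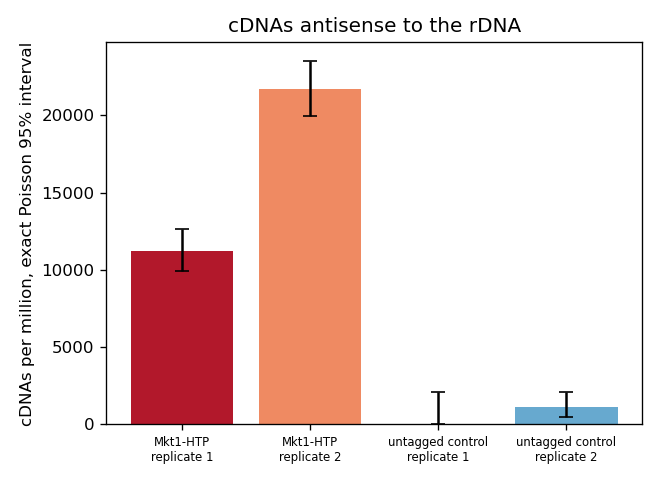
CPM of cDNAs antisense to the rDNA (vertical axis) in each of the 4 libraries, with exact Poisson 95% intervals. The Mkt1-HTP bars stand at 11239 and 21711 and the control bars at 0 and 1105.

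Annotated ncRNAs and centromeres gave little signal. Of 8 ncRNAs tested, 0 were higher in Mkt1-HTP by edgeR and 0 by DESeq2, and 2 had an unadjusted edgeR p under 0.05 with a higher value in Mkt1-HTP. These were prl53 (SPNCRNA.53), with 23 and 32 cDNAs against 0 and 0, and SPNCRNA.1065, with 30 and 5 against 0 and 0. They are named here because their values were seen. With a minimum of 20 cDNAs in all, or without control replicate 1, edgeR called 1 ncRNA, prl53, which overlaps SPAC27E2.11c on the same strand, so that cDNAs of the pair are uncertain. The centromeres had 7 and 2 cDNAs in Mkt1-HTP and 0 and 1 in the control, or 286 (exact Poisson 95% interval 115 to 589) and 74.4 (9 to 269) CPM against 0 (floor 1721) and 123 (3.11 to 684), a difference not detectable at this depth.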

Values the study reported

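The study reported that 44 of 52 affected ncRNAs were upregulated in cells without mkt1, and an increase of about 3-fold in rDNA antisense transcripts in RNA-seq of those cells.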

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

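All tests weighed here were chosen after the results were seen.

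cDNAs antisense to a gene outside the rDNA were counted at 8378 and 6580 CPM in Mkt1-HTP, above 1721 and 1842 in the control, and entered no comparison of the report. They were 205 and 177 cDNAs against 3 and 15. The excess held in both numbers only relative to all cDNAs, of which rRNA made up most in the control: relative to mRNA cDNAs they came to 1.73% and 1.57% against 1.91% and 3.18%, which turns the direction, and among cDNAs outside rRNA to 1.27% and 1.19% against 0.993% and 1.29%. A cluster opposite to pof2 (chromosome II, 2619445 to 2619494, minus strand) had 54 and 31 against 0 and 0, and lies within SPNCRNA.5741, an ncRNA of the newer annotation.

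cDNAs on no annotated gene outside the rDNA were counted at 46305 and 20001 CPM in Mkt1-HTP against 0 and 3562 in the control, also outside the comparisons. Relative to mRNA cDNAs they came to 9.55% and 4.78% against 0% and 6.16%, which turns the direction within number 2, and among cDNAs outside rRNA to 7.04% and 3.63% against 0% and 2.50%. Of these, 172 and 140 lay just past the annotated end of cho1, against 0 and 0.

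rDNA antisense cDNAs were more frequent in Mkt1-HTP in CPM, and 2 technical explanations were set against them. If a fixed share of sense rDNA cDNAs had been read on the wrong strand, control replicate 2 would hold 333 antisense cDNAs and control replicate 1 would hold 48.9, where 9 and 0 were counted (upper Poisson 95% bounds 17.1 and 3.69), which argues against that source. A difference in depth alone was set against the ratio in CPM, whose lower bound in number 2 was 10.3. That ratio cannot decide it, since CPM already divides by depth and counts of distinct cDNAs hold back abundant RNAs. Sense rDNA cDNAs in number 2 were 11996 in Mkt1-HTP against 6833 in the control, while all distinct cDNAs were 26899 against 8142. Scaled to mRNA cDNAs the ratio was 2.72 (95% interval 1.42 to 5.97) in number 2 and at least 1.21 in number 1 (exact binomial p = 0.056), so that the size of the difference depends on the library size used. Association with the tagged protein may remain as a hypothesis, and was not tested on other data.

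The 4 mRNAs higher in the control may be a few molecules counted as many cDNAs, which cannot be told apart from other sources: each formed 1 to 3 stacks of near-identical intervals, and with stacks counted once 0 of the 4 reached the minimum for testing. RNA that stays on the resin without the tag would give 51.4 cDNAs of fab1 and 37.4 of vma3 in control replicate 2 at their rates in control replicate 1, where 0 and 0 were counted (upper Poisson 95% bound 3.69). That argues against the resin as their source if each cDNA stands for a molecule of its own. Both mRNAs were picked for being high in control replicate 1, so these rates may be too high. gpi14 and crn1, at their rates in control replicate 2, would give 3.43 and 2.78 in control replicate 1, under that bound, so that the resin stays open for them. A narrow binding site present in both control libraries would meet the same counts for fab1 and vma3. It stays open for gpi14 and crn1, and no biological explanation was tested.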

How the results depend on the processing

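The alternatives on strand, header and genic library sizes, shared intervals, newer fit, stacks and class shares outside rRNA and the rDNA arrays were chosen after seeing the data, as were the left-out libraries for parts, classes, centromeres, the list of mRNAs and gene lists. Each of the 13 mRNAs, picked as higher in these same libraries, kept a higher fitted group value in Mkt1-HTP in all 20 alternatives. Single libraries did not always follow among mRNA cDNAs. There gcv3 held 1.64% and 1.61% in Mkt1-HTP against 1.91% and 0.212% in the control. For ser3 the shares were 4.77% and 3.84% against 4.46% and 0.637%. The other passing mRNAs held more in each Mkt1-HTP library than in each control library.

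Genes higher in Mkt1-HTP numbered 13. They were 0 with mRNA library sizes, no scaling or header library sizes, 8 with the newer fit, 5 with the replicate block, and 0 to 27 over the left-out libraries, where the other group alone gives the spread. Genes higher in the control numbered 7. They were 4 with TMM, at 20 or more cDNAs and with glmTreat, 1 with DESeq2, 2 without a filter and with the replicate block, 0 with no scaling, header library sizes or the newer fit, and 3 to 7 over the left-out libraries. With no scaling and with header sizes the fit estimated prior degrees of freedom of 3.34 and 4.39 in place of an infinite value, and 11.9 in the newer fit. ncRNAs went from 0 to 1 at 20 or more cDNAs, and 0 to 1 over the left-out libraries.

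Values that turned direction: vma3 had log2 fold changes of -7.73 to 2.89 over the left-out libraries, the last without control replicate 1, and SPRRNA.47, SPRRNA.48 and SPRRNA.49 had 0.94, 0.95 and 0.96 with no scaling, which gives libraries of different depth equal sizes. The difference in deletions in number 2 was 1.49 points on mRNAs and 4.10 outside rRNA; in number 1 it passed at 9.63 and 6.24 points. The cause was not tested.

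The gap in the last 20% was 4.61 points with genes weighted equally. mRNAs on the list of 33 were 60 at 5 cDNAs, 20 at 20 cDNAs, and 67 to 73 with 1 library left out, where fewer libraries must pass. rDNA antisense differed by 27991 CPM with mRNA library sizes, at a ratio of 2.72 in place of 19.6 in number 2 and at least 1.21 in place of at least 6.53 in number 1. Gene lists passing in camera numbered 5, and 0 with an estimated correlation or in fry, and 2 to 5 over the left-out libraries. The block ended the call of the small structural RNAs (adjusted p = 0.088) and no other list call. Among cDNAs outside rRNA, class shares differed by 28.6 points for mRNA, -5.91 for tRNA, -1.96 for snoRNA, -4.79 for other ncRNA and -10.1 for no gene; of the last, 100% and 86.5% lay in the rDNA arrays in the control, and 39.6% and 44.2% in Mkt1-HTP. With the rDNA arrays left out too, they differed by 21 points for mRNA, -9.15 for tRNA, 0.0378 for snRNA, -2.55 for snoRNA and -2.23 for other ncRNA, and no gene was higher in Mkt1-HTP by 4.19. tRNA thus turned in both, and other ncRNA in the means, though not within number 2 without the arrays (1.15% against 0.651%). The low depth of control replicate 1 limits all values with few control cDNAs.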

Other observations

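All tests in this part were chosen after the results were seen. cDNAs outside annotated genes held abundant sites that no list counts, some of them close to a gene end. The cluster past cho1, annotated like cho2 as a phospholipid methyltransferase, lay on chromosome II from 1059143 to 1059363, plus strand, 17 nt after the annotated end. The gene cho1 itself, a member of the list of mRNAs changed without mkt1, had 3 and 4 cDNAs in Mkt1-HTP. A cluster 264 nt past fol2 (chromosome I, 1777635 to 1777960, plus strand) had 86 and 36 against 0 and 0. Another on chromosome III from 2067810 to 2067875, 1146 nt past the end of wtf21, had 144 and 31 against 0 and 1. Clusters with 5 or more cDNAs lay within 500 nt after a gene end only in 17 cases and before a gene start only in 9 in replicate 1 (exact sign test p = 0.17), and in 8 and 3 in replicate 2 (exact sign test p = 0.23).

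mRNA intervals of control replicate 1 recurred in Mkt1-HTP replicate 1 more than in replicate 2, with 35 and 6 of 157 intervals. Of those shared with 1 library only, 30 were shared with the same-numbered library and 1 with the other (exact sign test p = 3.0e-08), which argues against fragments that recur in any purification. Among rRNA intervals 241 and 121 were so shared, more than the depth of the 2 Mkt1-HTP libraries gives (exact binomial test, p = 3.1e-21), and both are consistent with cDNAs of the same pool counted in both libraries, though fragment ends shared within a pool for another reason were not tested. In control replicate 2, 12 and 6 mRNA intervals were so shared (exact sign test p = 0.24) and 875 and 545 rRNA intervals, a share of 61.6% with the same-numbered library against 58.1% given by all Mkt1-HTP rRNA intervals (exact binomial test, p = 0.0077) and 59.8% given by those in 1 library only (exact binomial test, p = 0.18), so that carry-over there cannot be told apart from a difference in depth. Without the shared intervals the last 20% of the mRNA held 51.6% of mRNA cDNAs in control replicate 1 and 28.9% in control replicate 2.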
